A study of Mus musculus with 9 samples. Its data were reported in "BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation" (2022).

How the data were processed

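Chromatin accessibility was measured by NOMe-seq (nucleosome occupancy and methylome sequencing) in differentiating female mouse embryonic stem cells (mESCs) from a cross of the FVB and CAST strains. In this assay fixed nuclei are treated with a GpC methyltransferase, which marks cytosines in GpC dinucleotides that are not covered by nucleosomes, and bisulfite sequencing then reads the marks. A higher percent GpC methylation therefore stands for more open chromatin. Per the labels, cells were transduced with hairpins on day 2 of differentiation and selected with puromycin from day 3. Each of the 9 libraries came from 1 condition and day, namely undifferentiated cells at day 0, the non-silencing control (Nons) at days 4, 5, 6 and 7, and a Smarcc1 knockdown at the same days. Groups and days were taken from the sample titles. With 1 library per condition and day there were no replicates, and no difference between 2 libraries was given a p-value. Permutation p-values over X bins, and the shares of random lists with their adjustment, describe positions and windows within the given libraries only and hold no variation between libraries.

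The authors trimmed reads with trim_galore, aligned them with bismark to the mm10 genome in which sites that differ between FVB and CAST had been masked, called methylation with bismark_methylation_extractor, and kept informative GpC positions with the NOMe-seq option of coverage2cytosine. The deposited values are the percent of GpC calls that were methylated in consecutive windows, computed by the authors in Seqmonk with the reads of both alleles merged. Per the labels these windows hold 200 read positions. The study describes averages over another number of positions for its plots, and the number was taken from the labels without a check on reads. Windows of this kind shorten where coverage is dense, and their median length was 2809 bp, with 5th and 95th percentiles of 1876 and 4700 bp. The study's plots used an enrichment normalization, but the deposited percent values had library medians that differed widely, so they were treated as not normalized between libraries. Values of 1 library can therefore be higher or lower as a whole for technical reasons, such as the activity of the methyltransferase, the permeability of the fixed nuclei and the completeness of bisulfite conversion. No read counts or coverage per window were given, so the depth of each library is unknown and no binomial interval or detection limit was computed. The share of windows at 0 percent was used as a rough description of sparse windows only. All 9 value columns matched 1 sample title each.

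Of 833294 deposited windows, 833044 lay on chromosomes 1 to 19 and X. Windows with a value in every library were used, which left 786533 autosomal and 42960 X windows and removed 3551 windows (0.426%). Every window end lay inside the chromosome lengths of GRCm38, the assembly of mm10. Genes came from GENCODE release M21 on that assembly. A promoter window was one that held the 5′ end of a protein-coding or long non-coding RNA gene, 34568 genes in all, which gave 29559 autosomal and 1010 X promoter windows. GC content per window was computed from the GRCm38 sequence.

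Levels were summarised as medians over windows, and differences between 2 libraries as the median over windows of the paired difference, in percentage points. Several measures described how far a value could move without replicates. The standard deviation of the same measure over the 19 single autosomes (SD over autosomes) described the spread along the genome within the same libraries. A block bootstrap over segments of 10 Mb with 200 draws gave a standard error (SE) for the sampling of windows. The X median was also placed among the medians of 10000 random lists of autosomal windows of the same number, matched on the mean level over all libraries in 20 bins (10 bins for promoter windows). None of these measures contains the variation between separately prepared libraries.

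The mean knockdown effect over days 4 to 7 was tested with an exact two-sided sign-flip permutation test over the 4 day pairs, which cannot give a p-value below 0.13. Windows that moved the same way at all days were sought with limma on the percent scale, with day as a block, the knockdown as the term tested and Benjamini-Hochberg adjustment at 0.05. The days were a time course and not replicates, so this fit addresses an effect shared by all days. The days came from the labels and paired the knockdown and Nons libraries.

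Alternatives set before the data were examined were every window with a value in the libraries compared, means in place of medians, windows of 10 kb or less, removal of windows at the lowest or highest possible value, centring each library on its autosomal median, quantile normalization across the libraries, promoter windows defined by a centre within 1 kb of a start site, random runs of neighbouring windows in place of lists, leaving out each day, the arcsine square root scale in limma and a limma fit with no day block. Matching on GC content and window length (20 by 10 bins), the log2 ratio of medians, quantile normalization for the comparison of the X with the autosomes, and the rule that an alternative moved a value when it differed by more than 1.96 SD over autosomes were chosen after seeing the data. Length stood in for GpC density on the assumption, taken from the labels, that every window held the same number of read positions.

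The windows named in the text followed a rule fixed at the same time as these alternatives. They were the windows with the start site of Xist, Tsix, Smarcc1, Smarca4, Hprt and Pou5f1, and the 3 windows with the largest rise and the 3 with the largest fall in the mean knockdown minus Nons difference among windows with the same sign at all 4 days. Of the windows with the largest falls, 1 is not reported here. A comparison of the FVB and CAST alleles had also been planned. The values used here merge both alleles, so that comparison was not analysed here. RNA levels were not analysed here either, so the depletion of Smarcc1 could not be examined.

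The window code was tested on simulated data with a planted X shift of -0.5 percentage points, and recovered -0.487 points over 829493 windows. In a simulation of 829493 windows with a residual SD of 6.18 points and 200 changed windows, limma called 0 of those changed by 10 points, 102 of those changed by 20 points and 200 of those changed by 40 points, with at most 12 unchanged windows called. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.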

Results

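The data comprised GpC methylation in 9 libraries from female FVB and CAST F1 mESCs, with 1 library from undifferentiated cells at day 0 and 1 each from Nons and Smarcc1 knockdown cells at days 4, 5, 6 and 7 of differentiation. Smarcc1 encodes a core subunit of the BAF chromatin remodelling complex. There were no replicates, so no difference between 2 libraries given here has a replicate check, and each describes these libraries only. The read depth behind the values is unknown. The share of windows at 0 percent, which sparse coverage and a low level both raise, ranged from 0.0301% in Nons at day 4 to 5.45% in the knockdown at day 7. Single windows were noisy. Over 829493 windows the Pearson correlation between libraries, which is across windows that are not independent, lay between 0.080 and 0.183 for the 36 pairs of libraries, with a median of 0.114. After averaging into 2547 bins of 1 Mb the median correlation was 0.683, with a range from 0.427 to 0.822.

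Expression was not measured in this assay, so the knockdown was described only at the start site of its target. The window with the Smarcc1 start site (chromosome 9, 110117185 to 110119155, mm10) covers untranslated exon sequence of Smarcc1 and of the neighbouring gene Dhx30. Its GpC methylation was 27.3% at day 0. In Nons it was 26.7% at day 4, 39.2% at day 5, 18.6% at day 6 and 7.45% at day 7. In the knockdown it was 16.7%, 44.9%, 33.3% and 15.6% at the same days. The difference was negative at day 4 and positive at the 3 later days, and these values do not measure the RNA that a hairpin targets.

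The first question was how accessibility changed during normal differentiation. The median over autosomal windows was 11.3% at day 0 (SD over autosomes 0.126, block bootstrap SE 0.0197). In Nons it was 14.0% at day 4, 21.2% at day 5, 10.3% at day 6 and 6.41% at day 7, with SDs over autosomes of 0.137, 0.158, 0.124 and 0.0950. The median over X windows was 11.3% at day 0 and 14.1%, 21.3%, 10.3% and 6.00% at the 4 later days of Nons. The median paired change from day 0 over autosomal windows was 2.67 percentage points at day 4, 9.69 at day 5, -0.884 at day 6 and -4.68 at day 7, and the share of autosomal windows above their day 0 value was 63.7%, 83.5%, 45.3% and 24.1%. On the X the corresponding changes were 2.71, 9.71, -1.02 and -5.13 points. Each autosomal change was larger than the SD over autosomes, which was 0.101 points or less. Centring each library on its autosomal median brought these changes to 0.00751 points at day 4, -0.230 at day 5, 0.0618 at day 6 and 0.202 at day 7 on the autosomes, and quantile normalization to 0.00456, -0.0358, 0.0140 and 0.0213, since both remove a shift shared by a whole library.

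**Figure D1:**
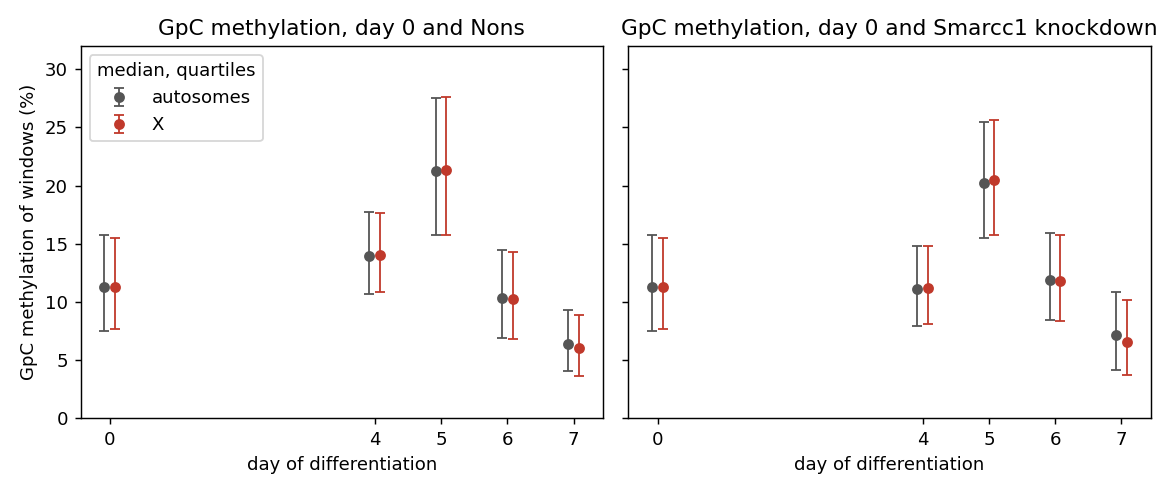
Median GpC methylation (percent, y axis) over autosomal (grey) and X (red) windows by day of differentiation (x axis) in Nons (left) and Smarcc1 knockdown (right) libraries, with the shared day 0 library in both panels; bars span the quartiles over windows and not an error between replicates. Autosomal medians peaked at day 5, at 21.2% in Nons and 20.2% in the knockdown, and were lowest at day 7, at 6.41% and 7.14%.

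In the knockdown the autosomal medians were 11.1% at day 4, 20.2% at day 5, 11.9% at day 6 and 7.14% at day 7, with SDs over autosomes of 0.119, 0.179, 0.118 and 0.120. The X medians were 11.2%, 20.5%, 11.8% and 6.58%. Both arms thus had their highest median at day 5 and their lowest at day 7.

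The study asked about chromatin of the X chromosome, so the X was set against the autosomes within each library. At day 0 the X median minus the autosomal median was 0.0304 points, inside the range of the single autosomes. The X also lay inside that range at days 4, 5 and 6 of both arms, with differences of 0.0961, 0.121 and -0.0884 points in Nons and 0.104, 0.280 and -0.140 points in the knockdown. At day 7 the X lay below every autosome in both arms. The X median was 6.00% in Nons, against single autosomes from 6.19% to 6.59%. It differed from the autosomal median by -0.410 points, where the SD over autosomes was 0.0950. In the knockdown the X median was 6.58%, against 6.90% to 7.41%. There the difference from the autosomal median was -0.564 points, where the SD over autosomes was 0.120. The X median was below all 10000 matched autosomal lists at day 7 in both arms. Removal of windows at 0 or 100 percent changed the day 7 differences to -0.327 points in Nons and -0.486 in the knockdown, and matching on GC content and length to -0.383 and -0.365. After quantile normalization they were -0.616 and -0.667, with the X again below every autosome in both arms.

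The percentile of the X at the other days depended on how the lists were drawn. Among lists of single windows the X was at the 99.9th percentile at day 0, and above all lists in Nons at days 4 and 5 and in the knockdown at days 4 and 5. Random runs of neighbouring autosomal windows keep the correlation along the genome and were not matched on mean level. Among them the X was at the 63.4 percentile at day 0 and the 78.8 and 78.6 percentiles in Nons at days 4 and 5. It was at the 77.5 percentile in the knockdown at day 4, so the X did not stand apart from runs in these libraries. In the knockdown at day 5 it was above all runs, although chromosome 19 was higher. Against autosomal windows matched on GC content and length, the X difference in that library was 0.0738 points, compared with 0.280 unmatched. In Nons at day 5 the matched difference was the larger one, at 0.281 points compared with 0.121.

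**Figure D2:**
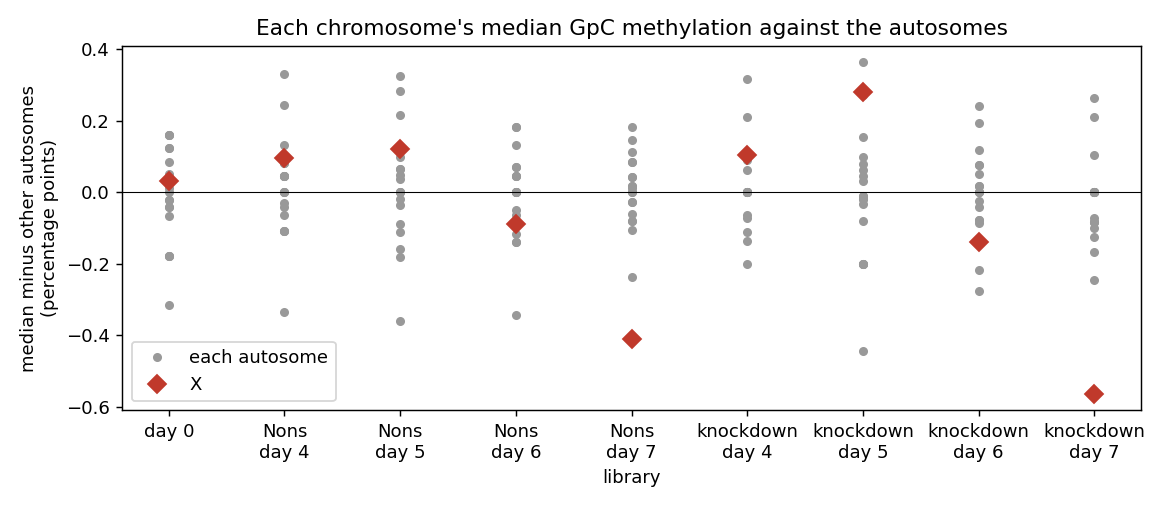
Median GpC methylation of each autosome minus that of the other autosomes (grey points) and of the X minus that of all autosomes (red diamonds), in percentage points (y axis), for each of the 9 libraries (x axis). The X lies among the autosomes in 7 libraries and below all of them at day 7, by -0.410 points from the autosomal median in Nons and -0.564 in the knockdown.

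The effect of the knockdown was measured as knockdown minus Nons at each day. Over autosomal windows the median difference was -2.80 points at day 4 (SD over autosomes 0.0425), -1.07 at day 5 (SD 0.109), 1.5 at day 6 (SD 0.0731) and 0.658 at day 7 (SD 0.0491). On the X it was -2.74, -0.906, 1.57 and 0.536 points. At day 4, 66.0% of autosomal and 66.4% of X windows were lower in the knockdown, and at day 6, 57.8% and 58.2% were higher. Each difference exceeded the spread over autosomes, but 1 library stood on each side and the spread between libraries of 1 condition is unknown. After centring, the autosomal differences were 0.0471, -0.0631, -0.0640 and -0.0748 points, and after quantile normalization they were -0.00132, -0.0122, -0.00211 and -0.00559 points. Both scalings set these differences near 0 by construction, so the signs that remain do not bear on the direction of the effect.

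The part of the difference specific to the X, the X difference minus the autosomal difference, was 0.0518 points at day 4, 0.167 at day 5, 0.0711 at day 6 and -0.122 at day 7. The X ranked 18 of 20 chromosomes from the lowest at day 4, 20 of 20 at day 5, 16 of 20 at day 6 and 1 of 20 at day 7. Its value of -0.906 at day 5 was next to the highest autosome at -0.907. Among matched lists the X difference was at the 81.6, 96.9, 94.2 and 0.110 percentiles at the 4 days, and among runs of neighbouring windows at the 85.4, 94.5 and 88.0 percentiles at days 4 to 6 and below all runs at day 7. After quantile normalization the X-specific part was 0.0674, 0.128, 0.0752 and -0.00176 points, with the X at rank 18, 19, 16 and 10 of 20, so that the low rank at day 7 was lost. Means over windows gave -0.00443 points at day 4. As a log2 ratio of medians, a scale chosen, like quantile normalization of the X-specific part, after seeing the data, the X was within the range of the single autosomes on all 4 days, with -0.33 at day 4, -0.06 at day 5, 0.20 at day 6 and 0.13 at day 7.

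Over the 4 days the mean knockdown minus Nons difference was -0.387 points on the X (SD over days 1.87), -0.429 on the autosomes (SD 1.91) and 0.0421 for the X-specific part (SD 0.121). The exact two-sided sign-flip permutation test gave p = 0.75, 0.75 and 0.50, where 4 pairs cannot give less than 0.13. Leaving out 1 day at a time gave X means from -1.04 points (without day 6) to 0.399 (without day 4), autosomal means from -1.07 (without day 6) to 0.360 (without day 4), and X-specific means from 0.000269 (without day 5) to 0.0968 (without day 7). Without day 5 the X and autosomal means were -0.214 and -0.214 points, and without day 7 they were -0.694 and -0.791.

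Promoters were the focus of the study, so promoter windows were compared with other windows. Autosomal promoter windows were more methylated than other autosomal windows in all 9 libraries. Their median was 13.7% against 11.2% at day 0, and 17.3% against 13.9%, 27.3% against 21.1%, 12.9% against 10.3% and 8.05% against 6.36% in Nons at days 4, 5, 6 and 7. In the knockdown it was 13.6% against 11.0%, 24.1% against 20%, 14.6% against 11.8% and 8.82% against 7.06%. The X promoter median was 14.6% at day 0, 17.8%, 27.8%, 12.5% and 7.41% in Nons, and 14.3%, 25%, 14.8% and 8.05% in the knockdown. By mean level, autosomal windows centred at a start site had 29.6% in Nons at day 5 and 22.1% at 10 kb downstream, and 26.4% and 20.7% in the knockdown.

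**Figure D3:**
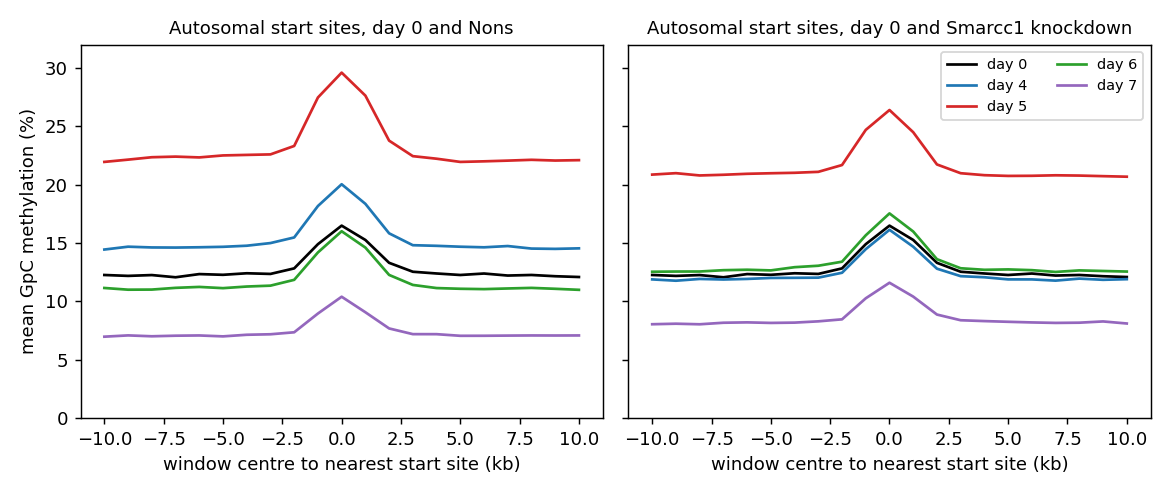
Mean GpC methylation (percent, y axis) of autosomal windows by the distance of their centre from the nearest gene start site in 1 kb bins (x axis, kb, positive downstream) for day 0 and days 4 to 7 of Nons (left) and Smarcc1 knockdown (right). Each line is 1 library, and at the start site the Nons day 5 line reaches 29.6% and the knockdown day 5 line 26.4%.

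In autosomal promoter windows the knockdown minus Nons median was -3.62 points at day 4, -2.78 at day 5, 1.53 at day 6 and 0.748 at day 7, with SDs over autosomes of 0.313, 0.449, 0.385 and 0.248. On the X it was -3.51, -2.47, 2.23 and 0.676 points. After centring the autosomal values were -0.775, -1.76, -0.0299 and 0.0153 points, and after quantile normalization -0.839, -0.578, 0.0883 and -0.380. The promoter excess, the promoter difference minus the difference in other windows, was -0.846 points on the autosomes at day 4 (SD 0.326) and -1.76 at day 5 (SD 0.423), and was negative on all 19 autosomes at both days. At days 6 and 7 it was 0.0346 (SD 0.376) and 0.0938 (SD 0.250), within the spread over autosomes. On the X it was -0.780, -1.59, 0.679 and 0.146 points. As a log2 ratio of medians, a scale chosen after seeing the data, the day 4 excess was -0.01 on the autosomes and 0.02 on the X. Scaling of the whole library by 1 factor, which moves higher windows by more points, could therefore account for most of the day 4 excess in points. After quantile normalization the excess at the 4 days was -0.862, -0.585, 0.0930 and -0.388 points on the autosomes and -0.775, -0.377, 0.702 and -0.131 on the X, so its sign at day 7 changed. X promoter windows differed from autosomal promoter windows by 0.112, 0.308, 0.702 and -0.0716 points at the 4 days. Of the matched autosomal promoter lists 2.23% rose as much as the X at day 6, the day farthest out, which is 4.46% two-sided and 17.8% after Benjamini-Hochberg adjustment over the 4 days.

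**Figure D4:**
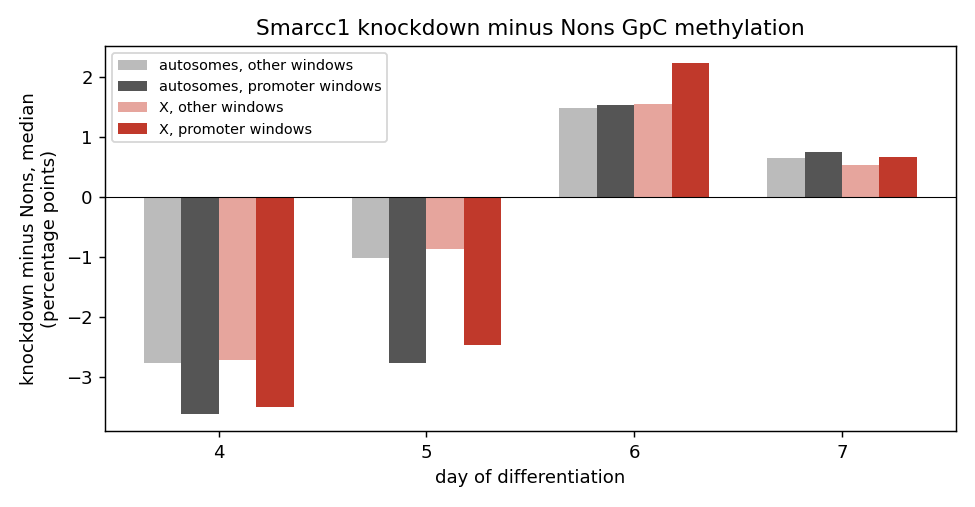
Median knockdown minus Nons difference in GpC methylation (percentage points, y axis) at each day (x axis) for promoter and other windows of the autosomes (grey) and the X (red); each bar is 1 pair of libraries, so there are no error bars. At day 5 the promoter bars reach -2.78 points on the autosomes and -2.47 on the X, and at day 6 they reach 1.53 and 2.23 points.

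The ratio of the promoter median to the median of other windows was also compared within days. On the autosomes it was lower in the knockdown than in Nons on 4 of 4 days, with log2 ratios of -0.01, -0.10, -0.02 and -0.02 and a mean of -0.04. The exact two-sided sign-flip permutation test gave p = 0.13, the smallest value 4 pairs allow. On the X it was lower on 2 of 4 days, with log2 ratios of 0.02, -0.10, 0.04 and -0.01 (mean -0.01, p = 0.875 in the same exact test). With means over windows in place of medians the X log2 ratios were -0.03, -0.05, 0.02 and 0.03. The sign on the X at days 4 and 7 thus depended on the summary used. In both regions the day 5 ratio was the largest in size, and the negative X mean depended on it.

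No window passed an adjusted p of 0.05 for a mean knockdown effect over days 4 to 7 (limma with day as a block, 829493 windows, smallest adjusted p 0.995). At an unadjusted p under 0.05 there were 35121 windows, 4.23% of those tested, of which 13124 were higher and 21997 lower. The 2 directions were nearer to even after centring (18414 higher and 20049 lower) and after quantile normalization (20269 and 21183). The 97551 windows with the same sign on all days, 41038 higher and 56513 lower, made up 4.95% and 6.81% of windows, where independent days with the observed shares of each sign would give 4.88% and 6.76%.

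The window with the Xist start site (X, 103482394 to 103485425), in an exon of Xist and of the antisense gene Tsix, had 22.9% at day 0. It had 23.9%, 37.7%, 6.96% and 15.3% in Nons and 20.1%, 31.2%, 6.33% and 1.82% in the knockdown at days 4 to 7, and was lower in the knockdown on all 4 days, with a mean of -6.12 points (limma unadjusted p 0.126, adjusted p 0.995). The mean differences at the start sites of Tsix (X, 103430670 to 103434150), Smarcc1, Smarca4 (chromosome 9, 21616147 to 21618277), Hprt (X, 52987043 to 52989349) and Pou5f1 (chromosome 17, 35504054 to 35506305) were 3.57, 4.64, 8.40, 7.5 and 2.08 points. None had the same sign on all days, and their adjusted p in limma was 0.995 in each case. These means depended on single days. The Xist mean was -3.65 points without day 7, Tsix 0.509 and Smarca4 3.15 without day 4, Smarcc1 1.28 without day 6 and 9.54 without day 4, and Hprt 4.24 without day 5 and 12.0 without day 7. Tsix was 5.81 without day 7, and Smarca4 12.9 without day 5. The Pou5f1 mean was 6.26 without day 4 and changed sign without day 5 or day 7, to -0.0603 or -0.240 points.

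Among windows with the same sign on all days, 2 of the 3 with the largest mean falls had -37.8 and -30.3 points. The first (chromosome 13, 64152331 to 64153830) holds a start site and covers coding exon sequence of Zfp367 and an exon of Gm47513, and the other (chromosome 11, 75211134 to 75212646) lies in an intron of Rtn4rl1. The 3 largest mean rises were 24.2, 24.1 and 23.0 points. They lay at the start site of Pfn2 (chromosome 3, 57846781 to 57848416), at a start site in the overlapping genes Pcsk2 and Pcsk2os1 (chromosome 2, 143544649 to 143546623), and in untranslated exon sequence of Nr4a2 (chromosome 2, 57112850 to 57114931). Without day 5 the Rtn4rl1 mean was -18.0 and the Pfn2 mean 14.6 points, and without day 6 the Pcsk2 mean was 15.4 points. The adjusted p of these 5 windows in limma was 0.995. Swapping the labels of the arms within days gave extremes of the same size. Over the 8 ways to assign labels within days, the largest absolute mean lay between 32.3 and 40.6 points, and 2 of the 8, the true one included, reached 37.8 points.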

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

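The mitochondrial comparisons from day 4 to day 5, without day 5, at day 7 and between the arms, and the test of the Y windows, were chosen only after the result was seen.

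The effect of the knockdown had opposite signs at different days. On the autosomes it was -2.80 points at day 4 and 1.5 points at day 6, and on the X it was -2.74 and 1.57 points. The difference between the days was not tested, since each day had 1 pair of libraries. A shift of the whole library, the same on every chromosome, would place the X among the autosomes on a ratio scale, and the log2 ratio of the X lay within the range of the 19 autosomes on 4 of 4 days. A whole-library shift may therefore account for most of these differences. The near-zero values after centring do not test this, since centring removes any such shift. An X-specific part within the spread of the autosomes is not excluded by the test on the log2 ratio. Such a shift of the whole library could come from library preparation or from a genome-wide change in accessibility after Smarcc1 knockdown, and with 1 library per condition and day these remain open. The mitochondrial windows described below, which nucleosomes do not affect, were also lower in the knockdown at day 4 (mean 85.2% against 86.8% in Nons). They were higher at day 6 (81.5% against 79.1%). At day 5 they were nearly level (81.6% against 81.7%), and at day 7 they went against the nuclear difference (73.6% against 74.3%). Treatment or conversion may thus have contributed at days 4 and 6, which 1 pair of libraries per day cannot decide.

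The 4 mitochondrial windows lay outside the comparisons of the report and had a mean of 83.5% at day 0, far above the autosomal median of 11.3%. Mitochondrial DNA carries no nucleosomes, so these windows give a view of methyltransferase treatment and bisulfite conversion that nucleosomes do not affect. Their mean was 86.8%, 81.7%, 79.1% and 74.3% in Nons at days 4 to 7 and 85.2%, 81.6%, 81.5% and 73.6% in the knockdown. If treatment or conversion had set the nuclear level, the mitochondrial mean would follow it. The Spearman correlation with the autosomal median over the 9 libraries was 0.6 (exact permutation p 0.0968), at the limit set for this test and not above it, so treatment as the cause of the overall pattern cannot be told apart from its absence with 9 libraries. Without the 2 day 5 libraries the correlation was 0.821 (exact permutation p 0.0341). From day 4 to day 5 the mitochondrial mean changed by -5.18 points in Nons and -3.56 in the knockdown, lower in all 4 windows in both arms, while the autosomal median rose by 7.26 and 9.09 points. Stronger methyltransferase treatment or less complete conversion at day 5, either of which would also raise the mitochondrial percent, is thus argued against as the whole cause of that rise. Entry of the enzyme into nuclei is not measured by mitochondrial DNA and stays open, as does a change in the chromatin of differentiating cells.

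Conversion that left the same added percent in every window is also argued against for the rise at day 5. The 10% of windows that were most accessible in the other libraries rose by 1.91 points more than the 10% least accessible in Nons, with single autosomes from 1.66 to 2.32, and by 1.22 points more in the knockdown, with single autosomes from 0.735 to 1.63. At day 7, in contrast, the mitochondrial mean was lowest in both arms along with the nuclear level, at 74.3% in Nons and 73.6% in the knockdown. Weaker treatment or more complete conversion at day 7 may therefore have contributed to the low nuclear level of that day, and less open chromatin at day 7 was not separated from it.

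Windows on the Y chromosome had values although the cells are female. There were 246 such windows, with a density on the Y of 1.05% of that on the X and a median length of 243964 bp against 3358 bp. Their median followed that of the autosomes, with 11.6% at day 0, 20.6% in Nons at day 5 and 4.76% in Nons at day 7. Reads of other chromosomes placed on the Y could give such sparse windows, but a small share of male cells could as well, and the density of 1.05% cannot be told apart between them because no read-level data were used here. The windows were not spread evenly, since 63 of the 246 lay in the first 5 Mb and the whole Y held 2.71 per Mb. The 1.05% is thus an average that does not hold for every part of the Y. No biological explanation was tested.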

How the results depend on the processing

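In all 621 values were recomputed under alternatives, of which 97 moved, 4 no longer passed the percentile limit and 6 reversed. A value moved when it changed by more than 1.96 SD over autosomes or, for counts, by more than 1.5 times. The mean effects over days and the means of named windows were judged by direction alone, and a change of their size was not counted. Restricting the windows to those of 10 kb or less (86 values), or taking every window with a value in the libraries compared (84 values), moved none. Of the 54 recomputed X minus autosome differences 1 moved, to -0.616 points in Nons at day 7, and of the 20 recomputed X-specific parts of the knockdown effect 1 moved, from -0.122 to -0.00176 points at day 7, both under quantile normalization. The X then ranked 10 of 20 chromosomes at day 7 and no longer lay below the autosomes in its knockdown effect. Centring cannot change either measure, since it takes 1 number from each library. Quantile normalization of these 2 measures and the matching on GC content and length were chosen after the result was seen, and the matching moved none of its 9 X and 8 promoter values. Where a cause is not named below, the cause was not tested.

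Scaling moved the change from day 0 and knockdown minus Nons at each day, on the autosomes and the X. Both scalings set autosomal differences near 0 by construction. With each library centred on its autosomal median, the change from day 0 in Nons at days 4, 5, 6 and 7 was 0.00751, -0.230, 0.0618 and 0.202 points on the autosomes and 0.0494, -0.215, -0.0699 and -0.248 on the X. Knockdown minus Nons was 0.0471, -0.0631, -0.0640 and -0.0748 on the autosomes and 0.0989, 0.104, 0.00710 and -0.197 on the X. With quantile normalization across the libraries, the change from day 0 was 0.00456, -0.0358, 0.0140 and 0.0213 on the autosomes and 0.0689, -0.000421, -0.118 and -0.609 on the X. Knockdown minus Nons was -0.00132, -0.0122, -0.00211 and -0.00559 on the autosomes and 0.0661, 0.116, 0.0731 and -0.00735 on the X. The promoter excess at day 5 became -0.585 points on the autosomes and -0.377 on the X under quantile normalization. Centring cannot change the promoter excess. Quantile normalization left it at -0.862 and -0.775 on autosomes and X at day 4, and turned it from 0.0938 and 0.146 to -0.388 and -0.131 at day 7. Knockdown minus Nons in autosomal promoters became -0.775, -1.76, -0.0299 and 0.0153 points after centring and -0.839, -0.578, 0.0883 and -0.380 after quantile normalization. In X promoters it became -0.663, -1.46, 0.672 and -0.0563, and -0.692, -0.249, 0.757 and -0.138.

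Means over windows moved the change from day 0 to 2.46 points on the autosomes at day 4, 10.002 and 10.1 on autosomes and X at day 5, and -5.08 and -5.43 at day 7. They moved knockdown minus Nons to -1.29 on the autosomes at day 5 and to 0.977 and 0.812 on autosomes and X at day 7. In X promoter windows they moved it at day 7 from 0.676 to 1.25 points. Means also moved all 18 levels and 8 of the 18 differences in level between promoter and other windows. On the autosomes at day 0 that difference went from 2.51 to 3.54 points. Without windows at 0 or 100 percent, the day 7 knockdown difference was 0.893 on the autosomes and 0.776 on the X, and 3 of the 18 levels moved. Promoter windows defined by their centre moved 3 of the 18 differences between promoter and other windows, all on the X. Quantile normalization moved 1 of these, on the autosomes in Nons at day 7, from 1.68 to 2.51 points.

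The mean knockdown effect over the 4 days was not stable. On the X, its value of -0.387 points became 0.00337 after centring and 0.0619 after quantile normalization. It ranged from -1.04 (without day 6) to 0.399 (without day 4) over the fits that each left out 1 day, and the autosomal mean from -1.07 to 0.360 over the same days. The autosomal mean of -0.429 became -0.0387 after centring and -0.00531 after quantile normalization. The mean at the Pou5f1 start site ranged from -0.240 (without day 7) to 6.26 (without day 4), and was -0.0603 without day 5.

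Among random runs of neighbouring windows the X level fell to the 63.4 percentile at day 0, 78.8 and 78.6 in Nons at days 4 and 5, and 77.5 in the knockdown at day 4. Runs keep the correlation along the genome, which lists of single windows lose. The lists were also matched on mean level and the runs were not, so the fall in percentile cannot be ascribed to correlation alone. With matching the autosomal median went from 11.29% to 11.21% at day 0, where the X had 11.32%. In Nons it went from 13.95% to 13.87% at day 4 and from 21.21% to 21.05% at day 5. In the knockdown at day 4 it stayed at 11.11%.

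No setting of limma called a window at an adjusted p under 0.05. The smallest adjusted p ranged from 0.190 (without day 5) to 1.00 (no day block). At an unadjusted p under 0.05 there were 35121 windows, 37408 on the arcsine square root scale, 41452 after quantile normalization, 38463 after centring, 34990 in windows of 10 kb or less, 32441 to 38208 without 1 day, and 5922 with no day block. The share of these that were higher in the knockdown was 37.4%, became 47.9% after centring and 48.9% after quantile normalization, and ranged from 26.0% (without day 6) to 59.4% (without day 4) over the fits without 1 day.

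The comparison of the FVB and CAST alleles and its 5 alternatives were not run, since the values used here merge both alleles. The depth per window is unknown, which limits every statement on single windows.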

Other observations

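The tests on the log2 scale and after quantile normalization for promoters, and the adjustment over days for X promoters, were chosen only after the result was seen.

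At day 5 the knockdown minus Nons difference was more negative in promoter windows than in other windows, by -1.76 points on the autosomes. GC content of promoters, and GpC density as far as window length stands in for it, is argued against as the whole cause, since the excess over other windows matched on GC content and length was -1.22 points (SD over autosomes of the unmatched excess 0.423). Chance among windows carried by a few chromosomes is argued against as well, as the excess was negative on all 20 chromosomes. Scaling of the whole library by 1 factor would leave no excess as a log2 ratio, where it was -0.10 on the autosomes (SD 0.04), negative on all 20 chromosomes. A wider spread of window values over the whole Nons day 5 library stays open. After quantile normalization the excess was -0.585 points with an SD over autosomes of 0.319, although it was still negative on 19 of the 20 chromosomes. The chromosomes share 1 pair of libraries and are not replicates, so a difference between these 2 libraries may be the source whatever the chromosomes show. Lower promoter accessibility after depletion of a BAF subunit is a hypothesis that these libraries do not test.

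By day 7 X windows lay below autosomal windows in both arms. GC content of the X, and GpC density as far as window length stands in for it, is argued against as the whole cause, since against autosomal windows matched on both the X differed by -0.383 points in Nons and -0.365 in the knockdown at day 7, and by 0.0848 at day 0. The fall relative to autosomes was seen in all 17 bins of 10 Mb in each arm. A spread from the Xist locus would give larger falls near it. The Spearman correlation of the change with distance from Xist was 0.0637 in Nons (permutation p 0.809, adjusted over the 2 arms 0.809) and 0.430 in the knockdown (permutation p 0.0855, adjusted 0.171), and with 17 bins and different values in the 2 arms such a spread cannot be told apart from an even fall. In the knockdown the Pearson correlation was 0.540 (permutation p 0.0274, adjusted 0.0547). Without the 2 bins farthest from the median distance the Pearson correlation was 0.466 (permutation p 0.0794) and the Spearman correlation 0.339 (permutation p 0.214). X inactivation in these female cells may contribute and stays untested, because both alleles are merged here. The fall was present in Nons and in the knockdown, and a difference between the arms was not tested against replicates.

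X promoter windows rose more than autosomal promoter windows under knockdown at day 6, by 0.702 points. Chance among windows could account for this. Before adjustment 2.23% of random autosomal promoter lists rose as much, under the limit of 5% set for this test, and two-sided and adjusted over the 4 days the share was 17.8%. Among the 19 autosomes, 1 rose as much as the X, and they ranged from 0.879 to 2.47 points.

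For windows with a mean knockdown effect over the 4 days, all 8 of the 8 splits that part the 2 libraries of every day gave as many windows at an adjusted p under 0.05, since the real split gave 0, and 5 of the 8 gave as many as its 35121 at an unadjusted p under 0.05, with counts from 32558 to 50234. With 8 splits no share can fall under 0.05. Of the 35 splits in all, 24 others could be fitted and leave some days with both libraries on 1 side, so they mix differences between days into the effect, and gave 0 to 2 windows at an adjusted p under 0.05 and 12059 to 82241 unadjusted. The remaining 3 could not be fitted. Of the 8 ways to assign labels within days, 6 gave at least the 97551 windows with the same sign on all days.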
